A study of Zea mays with 6 samples. Its data were reported in "Genome-wide mapping of transcriptional enhancer candidates using DNA and chromatin features in maize" (2017).

How the data were processed

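DNase-seq maps open chromatin by sequencing the DNA ends that the nuclease DNase I leaves where it can reach the DNA. It was performed on 2 tissues of the maize inbred line B73: inner stem tissue of seedlings at the V2 stage (V2-IST) and husk, the leaves around the ear. Per the labels, V2-IST had 2 libraries from 2 biological replicates, husk had 3 libraries from 2 biological replicates, 1 of them a technical replicate, and 1 library was made from DNase I-treated naked DNA. The authors aligned the reads with BWA to the B73 AGPv4 assembly, removed reads of low mapping quality, and called peaks with MACS2 in each biological replicate, with the naked DNA library as the control. They pooled the technical libraries first and kept peaks that overlapped to a large extent between the biological replicates. Peaks in 1 replicate only, and peaks that overlapped too little between the replicates, are therefore absent from the lists.

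The authors deposited a single list of DNase I hypersensitive sites (DHSs) per tissue, with a chromosome, a start and an end for each DHS, 3 columns in all. The lists hold no score, fold enrichment, read count or replicate column, and the read numbers and peak lists of single replicates were not used here. The spread between replicates therefore does not enter any comparison. Every comparison between tissues is a description of 2 lists. Intervals given with shares cover counting error alone and treat DHSs as independent, which neighbouring DHSs are not. A deeper library can give more and wider peaks, and the effect of depth on the tissue differences was not analysed here. The lists cover chromosomes 1 to 10, and no DHS overlapped another within its list. Coordinates are given 1-based on AGPv4, the build named in the methods of the study.

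Numbers, covered length and median width were computed per list, with a bootstrap interval (95%) from 1000 resamples for medians and Wilson intervals (95%) for shares. A DHS counted as shared when at least 1 bp of it overlapped a DHS of the other tissue. DHSs called tissue-specific, V2-IST-only or husk-only are those without such an overlap in the other integrated list. A peak called in a single replicate of the other tissue could still lie at such a DHS, so the terms do not mean closed chromatin there. Overlap and spacing were tested with a one-sided permutation test in which each DHS was placed at random on its own chromosome, 1000 times, and the 4 p-values were adjusted with the Benjamini-Hochberg method. The length of a chromosome was taken as the largest end coordinate in either list. Placement used whole chromosomes, since mappability was not used here. It therefore reaches sequence in which no DHS could be called, which lowers the random overlap and raises the fold over it, and placed DHSs could overlap each other. The median width of tissue-specific DHSs was ranked among the medians of 10000 random lists of the same size. Positions along chromosomes were summarised in 10 equal parts. These tests and definitions were fixed before the data were examined, as was the rule for the regions named: the 3 widest DHSs among shared, V2-IST-only and husk-only DHSs, and the chromosomes with the highest and the lowest ratio of DHS numbers. The distance of tissue-specific DHSs to the other list, the shares by width decile, the comparison of boundaries in paired DHSs and the order of tissue-specific DHSs along chromosomes were added after the data were examined.

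Alternatives were other overlap rules, a minimum width of 300 bp, merging of neighbouring DHSs, lists of equal length, placement within 500 kb of each DHS, other distances for spacing, 20 parts per chromosome and covered base pairs in place of numbers. Genomic regions, promoters, transcription start sites, GC content, sequence motifs and DHSs upstream of named genes were planned but not analysed here, because an annotation and sequence of AGPv4 were not used here. The gene table at hand was of another assembly, so no coordinates were joined to it.

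The code was tested on simulated lists. None of the lists placed at random in 20 runs gave a p-value below 0.05 for overlap (0 of 20), and a simulated list of 15203 DHSs with planted copies gave a shared share of 40.5%, against 40.7% planted. With neighbours added to a simulated list of 20390 DHSs, the share near another DHS was 20.9%, against 20.8% planted. Among 18485 simulated pairs, 200 of 200 pairs with planted boundaries were found. All other simulated pairs had summed boundary differences above the limit of 30 bp, so this case checks the counting alone. Analyses used Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.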

Results

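To compare open chromatin between a young seedling tissue and husk, DHSs of V2-IST and husk were taken from 1 integrated list per tissue. V2-IST was represented by 2 biological replicates and husk by 2 biological replicates, integrated by the authors before deposition. The naked DNA library entered as the control in peak calling and has no list of its own. Values are given without an SD because the lists hold no values per replicate. Peak lists and read numbers of single replicates were not used here, so no tissue difference is shown to exceed the spread between replicates.

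The V2-IST list held 18485 DHSs and the husk list 15261, a ratio of 1.21 (95% interval from counting error 1.19 to 1.24). When only DHSs of at least 300 bp were counted, the ratio was 1.26. DHSs covered 12.6 Mb in V2-IST and 9.61 Mb in husk, a ratio of 1.31. This corresponded to 0.599% and 0.457%, respectively, of the 2104 Mb spanned by the 10 chromosomes. When the lists were combined and overlapping DHSs joined, 21445 regions covering 15.2 Mb were obtained. Of these regions, 11934 (55.6%) contained DHSs of both tissues, 6403 (29.9%) contained V2-IST DHSs only and 3108 (14.5%) contained husk DHSs only.

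The median DHS width was 484 bp in V2-IST (bootstrap interval 477 to 490 bp) and 452 bp in husk (446 to 457 bp). The intervals did not overlap, but they describe the spread of DHSs within a list and not the spread between replicates. The middle 50% of DHSs measured 322 to 864 bp in V2-IST and 306 to 769 bp in husk. The narrowest DHS measured 129 bp in both lists. The widest measured 15625 bp in V2-IST and 15619 bp in husk. The minimum width of 300 bp moved the medians most, to 596 bp in V2-IST and 564 bp in husk, and the median remained larger in V2-IST. On each of the 10 chromosomes, V2-IST had more DHSs and a larger median width than husk.

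Next, the overlap between the tissues was examined. In V2-IST, 12082 of 18485 DHSs overlapped a husk DHS (65.4%, Wilson interval 64.7% to 66.0%). In husk, 12153 of 15261 DHSs overlapped a V2-IST DHS (79.6%, Wilson interval 79.0% to 80.3%). Most overlaps were between 1 DHS of each tissue, so the numbers of shared DHSs were nearly equal and the shares differ because the lists differ in length. For the same reason the shares were close, 69.3% and 70.002%, when the 15261 widest DHSs of V2-IST were compared with the husk list. Random placement of V2-IST DHSs gave an overlap of 0.943% on average, so the observed overlap was 69.3-fold higher (one-sided permutation test, p = 0.001, adjusted p = 0.001). For husk DHSs the random overlap was 1.15% and the observed overlap was 69.5-fold higher (one-sided permutation test, p = 0.001, adjusted p = 0.001). A p-value of 0.001 is the smallest that 1000 placements can give. Placement within 500 kb of each DHS lowered the excess to 39.8-fold in V2-IST and 39.97-fold in husk. The overlap rule moved the shares most: when at least 70% of both DHSs had to overlap, 41.4% of V2-IST and 50.1% of husk DHSs were shared. In base pairs, 55.3% of the sequence covered in V2-IST was covered in husk, and 72.6% of the sequence covered in husk was covered in V2-IST.

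The distance of DHSs present in 1 list only to a DHS of the other list was then measured, without a comparison with random placement. Within 500 bp there was a DHS of the other tissue for 0.703% of the V2-IST-only DHSs (Wilson interval 0.526% to 0.939%) and 0.676% of the husk-only DHSs (0.442% to 1.03%). Within 1 kb the shares were 8.50% (7.84% to 9.20%) and 9.23% (8.27% to 10.3%), and within 5 kb they were 32.6% and 34.1%, respectively.

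Tissue-specific DHSs, meaning those absent from the integrated list of the other tissue, were narrower than shared DHSs. The median width was 394 bp for V2-IST-only DHSs (bootstrap interval 387 to 405 bp) and 536 bp for shared V2-IST DHSs (528 to 545 bp). In husk the medians were 380 bp (372 to 390 bp) and 478 bp (471 to 485 bp), respectively. None of 10000 random lists of the same size had a median as low as the tissue-specific DHSs, with lowest random medians of 468 bp in V2-IST and 431.5 bp in husk. The difference of 142 bp in V2-IST depended on the overlap rule and was 26 bp when at least 70% of both DHSs had to overlap, and 98 bp in husk became 33 bp when the midpoint had to lie inside a DHS of the other tissue. The share of shared DHSs rose from 40.2% (Wilson interval 38.0% to 42.5%) in the narrowest decile of V2-IST DHSs to 79.5% (77.6% to 81.3%) in the widest decile. In husk it rose from 68.0% (65.6% to 70.3%) to 92.6% (91.1% to 93.8%).

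**Figure D1:**
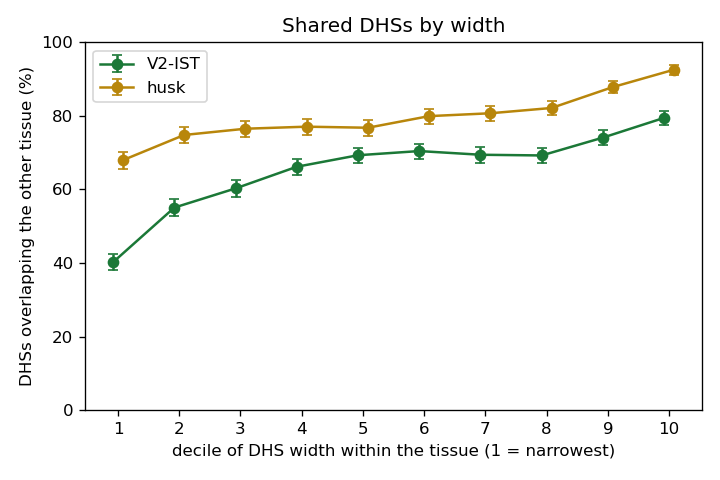
Share of DHSs in percent that overlap a DHS of the other tissue, by decile of DHS width within each tissue, with bars for 95% Wilson intervals. The share rises from 40.2% to 79.5% in V2-IST and from 68.0% to 92.6% in husk, and the husk points lie above the V2-IST points in all 10 deciles.

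DHS density per chromosome ranged from 7.23 DHSs per Mb on chromosome 4 to 10.1 DHSs per Mb on chromosome 5 in V2-IST. In husk it ranged from 6.15 DHSs per Mb on chromosome 4 to 8.17 DHSs per Mb on chromosome 1. The ratio of V2-IST to husk DHSs was highest on chromosome 5 at 1.26 (interval 1.18 to 1.34) and lowest on chromosome 10 at 1.17 (interval 1.08 to 1.28). The intervals of all 10 chromosomes included the ratio over all chromosomes, so no chromosome stood apart at this number of DHSs. By covered base pairs, the ratio was again highest on chromosome 5 at 1.35, but chromosome 9 at 1.26 was lowest, below chromosome 10 at 1.29.

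Both lists were densest towards the chromosome ends. The outermost of the 10 parts at each end together held 36.1% of V2-IST DHSs (Wilson interval 35.4% to 36.8%) and 34.3% of husk DHSs (33.5% to 35.0%), where equal placement would give 20%. The pair of central parts held 10.4% (9.93% to 10.8%) and 10.6% (10.2% to 11.1%), respectively. The ratio of DHS numbers between ends and centre was thus 3.48 in V2-IST and 3.22 in husk. Counting covered base pairs raised it to 4.22 and 4.04. DHSs were also wider at the ends, with a median of 523 bp against 406 bp in the centre in V2-IST, and 489 bp against 377.5 bp in husk.

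**Figure D2:**
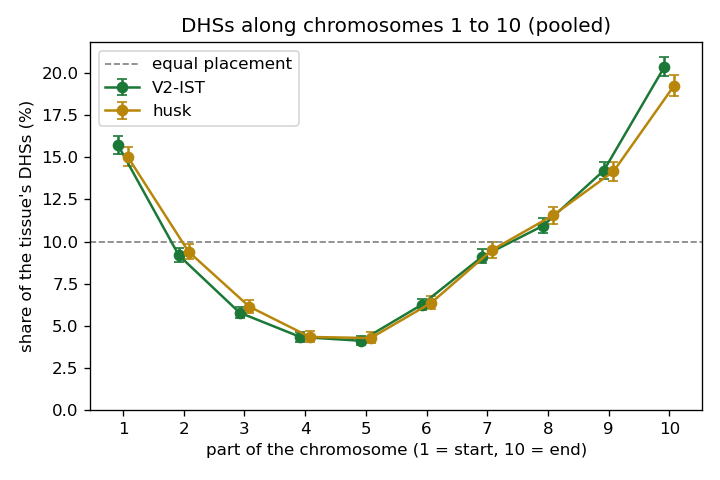
Share of each tissue's DHSs in percent by position in 10 equal parts of the chromosome, over chromosomes 1 to 10 together, with bars for 95% Wilson intervals and a dashed line for equal placement. In both tissues the shares are lowest in the middle parts, 4.11% in V2-IST and 4.27% in husk in part 5, and highest in part 10, 20.4% and 19.3%.

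DHSs were clustered within each list. In V2-IST, 14.4% of DHSs had another DHS within 1 kb, against 2.94% under random placement, a 4.89-fold excess (one-sided permutation test, p = 0.001, adjusted p = 0.001). In husk the share was 12.6% against 2.35%, a 5.37-fold excess (one-sided permutation test, p = 0.001, adjusted p = 0.001). Placement within 500 kb of each DHS lowered the excess to 3.12-fold in V2-IST and 3.43-fold in husk. The direction changed at a distance of 500 bp, where 0.584% of V2-IST DHSs had a neighbour against 2.08% under random placement, and 0.210% of husk DHSs against 1.64%. The smallest gap between neighbouring DHSs was 162 bp in V2-IST and 321 bp in husk, whereas placed DHSs could lie closer or overlap.

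The widest shared DHS lay on chromosome 7 from 179704980 to 179720604 in V2-IST and measured 15625 bp. Its husk counterpart measured 15619 bp, with a start that differed by 5 bp and an end that differed by 1 bp. The next widest shared DHSs were on chromosome 4 from 115201186 to 115209723 (8538 bp) and on chromosome 9 from 61944887 to 61953367 (8481 bp). Their starts differed between the tissues by 9 and 4 bp and their ends by 2 and 18 bp. The widest V2-IST-only DHSs were on chromosome 7 from 108629479 to 108633470 (3992 bp), on chromosome 1 from 40598384 to 40602321 (3938 bp) and on chromosome 6 from 31120017 to 31123552 (3536 bp). The nearest husk DHSs were 976, 13949 and 46817 bp away, respectively. The widest husk-only DHSs were on chromosome 5 from 28891344 to 28894518 (3175 bp) and from 50064522 to 50067571 (3050 bp), and on chromosome 1 from 292176594 to 292179288 (2695 bp). The nearest V2-IST DHSs were 5867, 61872 and 3567 bp away, respectively. The genes at these positions were not analysed here.

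Where a V2-IST DHS and a husk DHS overlapped each other and no other DHS, their boundaries were compared. There were 11584 such pairs. The V2-IST DHS was the wider in 7118 pairs (61.4%, Wilson interval 60.6% to 62.3%), the husk DHS in 4413 pairs, and 53 pairs had equal widths. The median of the width difference was 28 bp (bootstrap interval 25 to 30 bp). With pairs that overlapped by at least 70% of both DHSs, V2-IST was the wider in 58.7%. The summed difference of starts and ends had a median of 92 bp in pairs whose narrower DHS was under 300 bp, and 246.5 bp in pairs of 2000 to 3000 bp. In the 8 pairs of at least 5000 bp it was 10 bp.

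**Figure D3:**
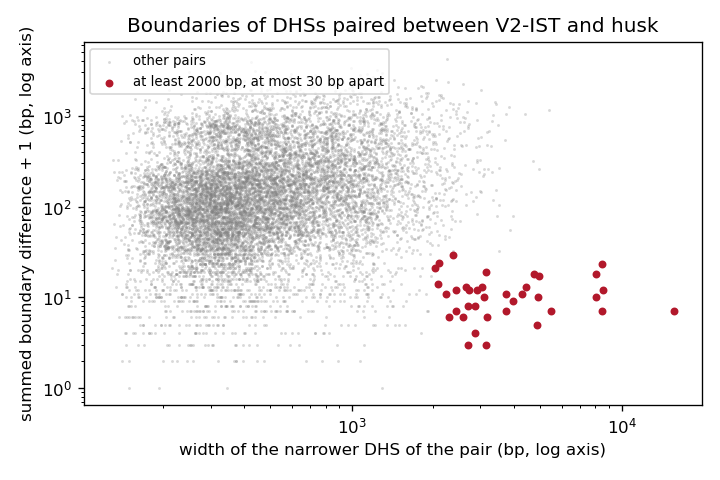
Summed difference of starts and ends between the paired V2-IST and husk DHSs (bp, plus 1, log axis) against the width of the narrower DHS (bp, log axis), with 1 point per pair. The 37 red points are pairs of at least 2000 bp whose boundaries differ by at most 30 bp in sum, and 7 of the 8 pairs of at least 5000 bp are among them.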

Values the study reported

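The study reported 21,445 DHSs in total. It placed 9212 of them (43%) in intergenic sequence outside promoters: 7802 in V2-IST and 7123 in husk, with 5130 found in both tissues. Median DHS widths were given as 484 bp for V2-IST and 452 bp for husk. For the single V2-IST replicates it gave 21,309 and 35,906 peaks, with 54% of the larger set overlapping the smaller.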

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

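The alternatives were chosen before the data were examined, except merging within 500 bp and all settings for paired DHSs, which were chosen after seeing the data. Of 82 values recomputed for 24 results, 56 were classed as the same, 24 as moved and 2 as reversed. The first class was broad for plain counts. It took in V2-IST-only DHSs at 8529 against 6403 (overlap of 50% of both DHSs). It also took in husk-only DHSs at 4578 against 3108 (lists of equal length). Settings that changed nothing, such as merging within 150 bp, are in this class too, so its size does not measure stability.

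The shared shares depended most on the overlap rule. In V2-IST the share was 53.9% when at least 50% of both DHSs had to overlap, 41.4% at 70% of both and 64.2% at 70% of either. In husk these rules gave 65.2%, 50.1% and 78.3%. V2-IST-only DHSs rose from 6403 to 8529 at 50% and 10832 at 70% of both. Husk-only DHSs rose from 3108 to 5305 at 50% and 7608 at 70% of both. These rules are stricter by construction. With the same number of DHSs from each list, widest first, the shares were 69.3% in V2-IST and 70.002% in husk. This left 4679 V2-IST-only and 4578 husk-only DHSs. Overlaps are nearly one-to-one, so lists of equal length give nearly equal shares by construction, and this alternative says nothing about a difference between the tissues. With DHSs of at least 300 bp the shares were 61.0% and 77.0%, the median widths 596 and 564 bp, and the ratio of DHS numbers 1.26. A width minimum raises a median by construction, while the cause of the other changes was not tested.

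The ratio of DHS numbers between chromosome ends and centre was 3.92 in V2-IST and 3.48 in husk with 20 parts, and 4.22 and 4.04 by covered base pairs. The parts are narrower and lie further out in the first case, and DHSs were wider at the ends in the second.

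The excess of close neighbours reversed at 500 bp, to 0.281-fold in V2-IST and 0.128-fold in husk. Placed DHSs could overlap, which DHSs in the lists did not, so this alternative compares lists that differ by construction. Within 5 kb the excess was 4.52-fold and 4.76-fold.

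The overlap between tissues exceeded random placement under each alternative run, from 39.8-fold to 71.2-fold in V2-IST and from 39.97-fold to 71.3-fold in husk. The tissue-specific DHSs remained narrower than the shared ones under the 3 other overlap rules run, but by 26 to 41 bp in V2-IST and 33 to 74 bp in husk, so the size of this difference depended on the rule. Merging DHSs that touch or lie within 150 bp, and counting all sequences in the files, changed nothing, because no gap was under 162 bp and the lists hold chromosomes 1 to 10 alone.

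No paired analysis was possible because each tissue has a single list in which the replicates are integrated, and leaving out a replicate was not possible for the same reason. A stricter peak threshold was not run, as the lists hold no score. Random placement within the same class of genomic region, and every alternative for genomic regions, promoters, GC content, motifs and distance to transcription start sites, was not run, because an annotation and sequence of the build were not used here. Sequencing depth and values of single replicates were not used here, which limits each difference in number, width and sharing between the tissues.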

Other observations

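All patterns here were noticed in these lists. The limits that define the wide pairs with nearly the same boundaries, and the tests of their central position and of their grouping, of chance overlap by width, of the widest V2-IST-only DHSs and of an equal extension in base pairs were chosen only after the result was seen.

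Wide DHSs with nearly the same boundaries in both tissues differed in position from other wide DHSs. Of 221 pairs in which both DHSs measured at least 2000 bp, 37 (16.7%) had starts and ends that differed by at most 30 bp in sum. This held for 16 of 168 pairs of 2000 to 3000 bp, 14 of 45 pairs of 3000 to 5000 bp and 7 of 8 pairs of at least 5000 bp. The share at 2000 to 3000 bp was 9.52%, against 9.26% at 1000 to 2000 bp and 16.2% under 300 bp. By width, a raised share was thus seen from 3000 bp upward only. Of the 37 pairs, 70.3% lay in the central 60% of their chromosome, against 30.4% of the 184 other wide pairs (two-sided permutation test over 10000 random sets, p = 0.0002, adjusted p = 0.0002, the smallest p they can give). The difference in position argues against ordinary wide DHSs, but the random sets were drawn pair by pair. Pairs that lie together have nearly the same position, so this p-value overstates the evidence. The central share was 59.5% with a minimum width of 1000 bp and 81.0% with 3000 bp. They also lay together: 19 of the 37 had another within 100 kb, against 1.72 on average in random sets of wide pairs and at most 11 (one-sided permutation test, p = 0.0001, adjusted p = 0.00015). If the underlying stretch of DNA set the boundaries, narrower DHSs nearby should share them. Of 99 narrower pairs within 100 kb, 73 (73.7%, Wilson interval 64.3% to 81.4%) differed by at most 30 bp in sum, against 11.7% of the narrower pairs elsewhere and at most 26.3% in random sets from the same chromosomes (one-sided permutation test, p = 0.0001, adjusted p = 0.00015, the smallest p they can give). The random sets were drawn pair by pair over whole chromosomes, whereas the 99 pairs lay in groups. The p-value thus treats neighbouring pairs as independent. It cannot separate a link to the wide pairs from any regional grouping of such boundaries. Without the stretch on chromosome 4 that held the most narrower pairs, the share was 70.7%. The size of this share depended on the limits. With a minimum width of 1000 bp it was 38.6% (86 of 223), against at most 23.3% in random sets, and with boundary differences of up to 100 bp it was 63.4%, against 42.6% elsewhere. The 37 pairs fell into 26 stretches on 10 chromosomes, and the stretches differed. In the 8 stretches with several wide pairs, 36 of 39 narrower pairs nearby (92.3%) had such boundaries, against 37 of 60 (61.7%) in stretches with a single wide pair. Of the 24 stretches with narrower pairs nearby, 21 had at least 1 with such boundaries, and at the widest shared DHS it was 2 of 5. A candidate explanation is sequence with near-identical copies elsewhere, such as inserted organelle DNA or repeats, where reads pile up to the edge of the copy or to the edge of uniquely mappable sequence. However, reads of low mapping quality had been removed, and the naked DNA library was the control for both tissues. Both steps should lessen such pile-up, and whether any remained was not tested. Sequence, mappability and the naked DNA signal at these positions were not analysed here. Copied sequence, the edges of mappable sequence, and chromatin that is open to the same edges in both tissues therefore stay open. The 3 widest shared DHSs belong to this group.

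Tissue-specific DHSs lay beside each other along the chromosome. Among the 21445 combined regions, a V2-IST-only region was next to another V2-IST-only region 2140 times, 1.12 times the 1911 found on average after shuffling the classes within chromosomes, and the excess for husk-only regions was 1.37 times. V2-IST-only regions lay beside husk-only regions 0.849 times as often as after shuffling (two-sided permutation test over 1000 shuffles, p = 0.002 for each of the 3 values, the smallest they can give, adjusted p = 0.0027 over 30 tests). A random order is thus excluded for these lists. Shuffling among regions of similar width left the excess at 1.11 in V2-IST and 1.36 in husk, so narrow DHSs lying together are not the whole cause. Splitting of a single open region into several DHSs is not the whole cause either. In the same shuffle, neighbours more than 5 kb apart kept an excess of 1.04 in V2-IST (p = 0.036 in the two-sided permutation test, adjusted p = 0.041) and 1.27 in husk (adjusted p = 0.0027). Within 5 kb it was 1.33 and 1.62. Shuffling within chromosomes alone gave 1.19 in V2-IST and 1.38 in husk within 5 kb, and 1.09 and 1.37 beyond. In husk the fall with distance thus depended on the shuffle. At more than 100 kb the ratio was 0.976 in V2-IST and 1.09 in husk (two-sided permutation test, adjusted p = 0.57 and 0.29) when classes were shuffled among regions of similar width. In that shuffle, however, V2-IST-only regions lay beside husk-only regions 0.898 times as often as by chance at this distance (adjusted p = 0.0027), whereas shuffling within chromosomes alone gave 1.02 for these neighbours (two-sided permutation test, adjusted p = 0.68). The same-tissue ratios in the latter shuffle were 1.08 in V2-IST and 1.26 in husk (two-sided permutation test, adjusted p = 0.051 and 0.005). The values at this distance point both ways, so a coverage difference between the tissues over long stretches and domains of tissue-specific chromatin cannot be told apart here.

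Narrow width did not account for all tissue-specific DHSs. Under random placement the overlap rose by 1.25 percentage points from the narrowest to the widest decile of V2-IST and by at most 2.65, against 39.3 observed. Random overlap averaged only 0.598% and 1.84% in these deciles, so it could not have reached a rise of that size. Overlap at random positions thus adds few points, but this test cannot decide whether width itself raises the share. In the widest decile, DHSs of at least 1330 bp, 379 V2-IST DHSs (20.5%, Wilson interval 18.7% to 22.4%) overlapped no DHS of the husk list. In the widest decile of husk, DHSs of at least 1229 bp, 113 (7.42%, Wilson interval 6.21% to 8.85%) overlapped no DHS of the V2-IST list. Narrow DHSs therefore do not make up the whole of the V2-IST-only class as the lists define it. Peaks of the other tissue that were lost when its replicates were integrated could still lie at these positions. The longer V2-IST list offers husk DHSs more partners, and whether the asymmetry reflects more than list length was not tested.

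Paired DHSs were wider in V2-IST over the whole range of widths. By decile of mean pair width, V2-IST was the wider in 57.7% of pairs (Wilson interval 54.8% to 60.5%) in the decile with the lowest share and in 65.3% in the widest decile. The median width difference was 13 bp (bootstrap interval 10 to 16 bp) in the narrowest decile and 89 bp (67 to 109 bp) in the widest. V2-IST was thus the wider at every width, but an extension by the same number of base pairs is excluded. An extension that grows with width, from signal strength, from differences between replicates or from the tissues themselves, was not tested.

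The integrated V2-IST list here held 18485 DHSs. That is lower than the peak number of either V2-IST replicate quoted from the study above, which were counted before integration. The ratio of DHS numbers between the tissues here was 1.21. The peak numbers of the V2-IST replicates quoted above differ from each other by a larger factor, so the tissue difference in DHS number is not shown to exceed the difference between replicates.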
